A study of Homo sapiens with 6 samples. Its data were reported in "A transcriptome analysis identifies molecular effectors of unconjugated bilirubin in human neuroblastoma SH-SY5Y cells" (2009).

How the data were processed

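Transcript levels were measured on 6 Affymetrix oligonucleotide arrays, each hybridised with labelled cRNA from one flask of SH-SY5Y cells, a human neuroblastoma line used as a model of neuronal cells. In 3 flasks the medium carried free bilirubin at 140 nM (Bf 140 nM), and in 3 flasks it carried the solvent alone (DMSO 0.6%). Cells were collected after 4 h. Per the labels, separate flasks were used for each treatment and the replicates were independent biological ones. The 1-h and 24-h arrays of the study were not used here.

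The authors computed cell intensities with the Affymetrix GCOS software and applied variance-stabilizing normalization (the justvsn function of the vsn package) in R version 2.5.0, as their processing notes state. The deposited values are therefore on a generalised log2 scale, which behaves like log2 for bright probe sets and is compressed for dim ones, so folds of dim genes are understated. How probes were combined into probe sets is not given in the sources used here. The base of the logarithm was settled from the values: the highest was 15.2, above the natural logarithm of the 16-bit scanner limit (11.1) and below its log2 (16). The deposited table held 22277 probe sets, 62 of them control probe sets, and had no missing values. The authors then kept probe sets with a Present call on at least 1 array and ran SAM in the MeV software. Detection calls were not used here, so the remaining 22215 probe sets were all tested, and a filter on the mean value stood in for that step as an alternative. Arrays carry no read depth; the number of arrays limits the precision. The values were not centred on one median, and the array medians ranged from 7.85 to 8.00.

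Probe sets were named through the platform annotation, with symbols brought up to date through Entrez identifiers in a RefSeq gene table. Of the tested probe sets, 19064 had 1 gene symbol, 1043 had several and 2108 had none, and only the first kind was named. They stood for 11963 genes. For gene lists and named genes, a gene was represented by its probe set with the highest mean over the 6 arrays. No coordinates are given, because the deposited values name no genome build.

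Differences between groups were tested with limma (version 3.58.1, R version 4.3.3), as Bf 140 nM minus DMSO 0.6%, two-sided and unpaired, with Benjamini-Hochberg adjustment over the probe sets tested and a threshold of 0.10, the FDR of about 10% used in the study's methods; thresholds of 0.05 and 0.20 were counted beside it. Confidence intervals are at 95%. Gene lists were tested with limma's camera, which compares a list with all other genes, at a preset inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over the 24 lists. There were 21 lists of pathways and cell type markers and 3 lists of the probe sets that the study printed as induced at 24 h. The latter were chosen by the study on other arrays. The tests, the lists, the rule for named genes and the alternatives were fixed before the data were examined, except for the alternatives that the closing section names as chosen later. That rule took up to 10 genes higher and 10 lower, past the threshold or, failing that, those with the lowest unadjusted p among probe sets with 1 symbol, a mean above the median probe set and all 3 Bf 140 nM arrays on one side of all 3 DMSO 0.6% arrays; the 7 genes the study measured by qRT-PCR, ABCC1 (MRP1), HMOX1, GAPDH and ACTB; and per list up to 4 members past the threshold adjusted over the list alone, or else the 2 with the lowest unadjusted p. Old symbols of 6 list members were translated to current ones by hand.

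Replicate numbers 1, 2 and 3 are shared by both groups in the labels, whose descriptions also give the numbers 3, 5 and 6 in each group. Whether they pair the arrays was checked from the correlation, over probe sets, of same-numbered arrays' deviations from their group means. It was 0.60, 0.23 and 0.57 for pairs 1, 2 and 3, each above the minimum of 0.1 set for pairing, and 5 of the 6 arrays correlated best with the array of their own number in the other group. The numbers were therefore taken to pair the arrays, and the fit with the replicate number as a block was run as an alternative to each test. Control probe sets were used only for array quality: the difference between the 3' and 5' probe sets of beta-actin and GAPDH, a measure of how complete the labelled transcripts are, was compared between groups, with the array median and interquartile range, by exact two-sided permutation tests, whose smallest possible p with 3 against 3 arrays is 0.1.

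The limma and camera steps were tested on simulated data drawn from the real means and spreads, with 200 of 22215 probe sets changed by known folds, in 20 simulations. For this comparison the unpaired fit recovered 0.60%, 28.3%, 91.4% and 99.2% of changes of 1.25, 1.5, 2 and 3 fold, and 0.0910% of its calls were false. With the replicate block these shares were 15.7%, 86.2%, 100% and 100%, with 14.2% of calls false, somewhat above the nominal level. For a simulated list of 26 genes, camera gave a p under 0.05 in 0%, 100% and 100% of simulations at shifts of 0, 0.1 and 0.2. The estimated inter-gene correlations of the lists called below were 0.09, 0.18 and 0.60, above the preset 0.01. These simulated shares therefore need not hold for lists whose genes move together that much. Other alternatives were SAM written for this purpose with all 20 relabelings of the arrays, trended and robust moderation, array weights, quantile normalization, median centring, filters that left out the lowest 40% or 20% of means, one probe set per gene, each array and each pair left out, an estimated inter-gene correlation, the fry test, and, for lists, the median over a gene's probe sets, the printed 24-h probe sets themselves and probe sets ending _s_at or _x_at left out. A beta-actin 3' to 5' covariate, pairs left out with the block, quantile normalization with the block and lists without their shared genes were added later. The planned array-weight estimate did not converge and gave 1 array a weight of 26.2, so a gene-by-gene estimate was added.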

Results

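Transcript levels of SH-SY5Y neuroblastoma cells were compared after 4 h of exposure to Bf 140 nM or to DMSO 0.6%, with 3 arrays in each group. Unconjugated bilirubin (UCB) is the heme breakdown product that damages neurons when it accumulates in the brain, and the 4-h arrays address whether its early presence is met by a transcriptional response. Values are normalised log2 levels, and differences are Bf 140 nM minus DMSO 0.6%. Correlations between arrays over the probe sets lay between 0.971 and 0.996.

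The first question was whether the genes of the unfolded protein response (UPR), which relieves the endoplasmic reticulum (ER) of misfolded proteins, differed at 4 h. DDIT3, the CHOP transcription factor of ER stress, stood at 8.80 ± 0.07 (SD, n = 3) in Bf 140 nM and at 8.53 ± 0.10 (SD, n = 3) in DMSO 0.6%. This is a 1.20-fold ratio (95% CI 1.02 to 1.41), higher in 3 of 3 pairs, but its adjusted p was 1.00 by limma. The ER chaperone HSPA5 (GRP78) stood at 12.38 ± 0.13 against 12.26 ± 0.41 (SD, n = 3 each), a 1.09-fold ratio (0.787 to 1.51). The UPR transcription factor XBP1 had a ratio of 1.15 (0.811 to 1.63), and HERPUD1, a component of ER-associated degradation, one of 1.19 (0.924 to 1.54). For HSPA5, XBP1 and HERPUD1 the difference was positive in pairs 1 and 3 and negative in pair 2, at -0.16, -0.36 and -0.14.

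The pseudokinase TRIB3 had a ratio of 1.03 (0.865 to 1.23). NIBAN1, the current symbol of FAM129A, had 0.943 (0.628 to 1.42), and the cystine transporter gene SLC7A11 had 1.05 (0.849 to 1.30). None of these 7 genes passed the threshold, and the upper bounds lay between 1.23 for TRIB3 and 1.63 for XBP1. ABCC1, which encodes the bilirubin exporter MRP1, had a ratio of 0.997 (0.860 to 1.16). HMOX1, the enzyme that opens the heme ring, had 0.966 (0.811 to 1.15). The reference genes GAPDH and ACTB had ratios of 1.02 (0.856 to 1.21) and 0.988 (0.842 to 1.16). For ABCC1, GAPDH and ACTB at least 1 other probe set did not share the sign.

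**Figure D1:**
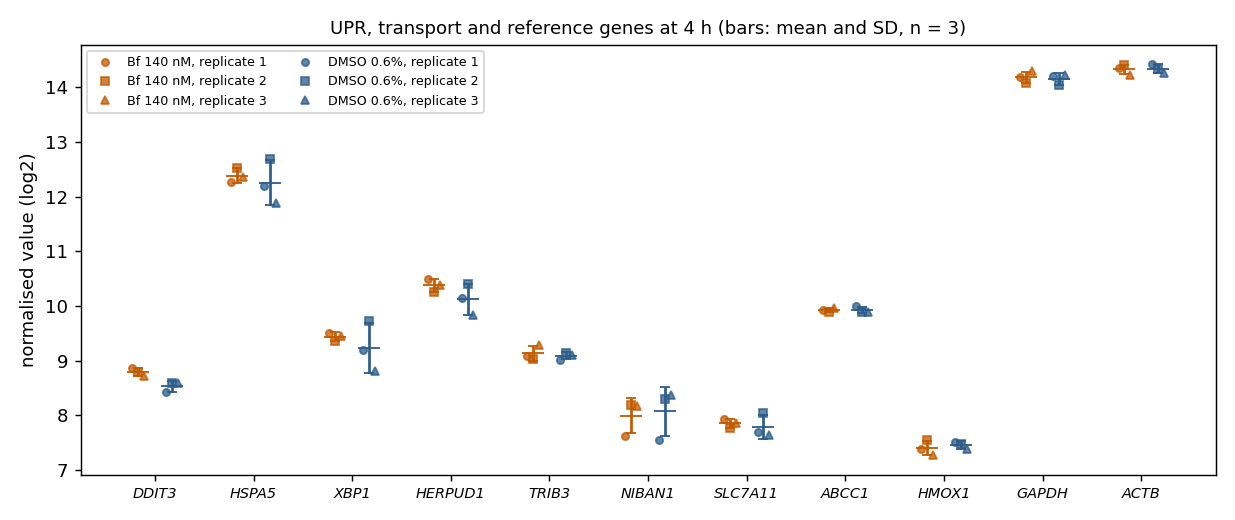
Normalised log2 values of 11 genes on each array at 4 h, with Bf 140 nM in orange and DMSO 0.6% in blue; marker shapes give the replicate number, and bars give the mean and SD of 3 arrays. The 3 Bf 140 nM values of DDIT3 lie above its 3 DMSO 0.6% values, while the other 10 genes overlap between groups.

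Over the whole array, no probe set of 22215 passed an adjusted p of 0.10 in limma, and the counts at 0.05 and 0.20 were also 0. At an unadjusted p under 0.05 there were 17 probe sets, 10 higher and 7 lower in Bf 140 nM, where 1111 are expected if nothing differs and the 6 arrays are exchangeable. The same unpaired fit on data simulated with the observed pairing gave on average 458 unchanged probe sets at that level. The count past the threshold was 0 with the replicate block too, with 92 probe sets at an unadjusted p under 0.05. The simulated average with the block was 1094.5 unchanged probe sets. The simulated counts thus exceeded the real ones with and without the block, so the simulated recovery may not hold for these arrays. SAM gave 0 probe sets at FDRs of 0.05, 0.10 and 0.20. The groups did not overlap for 591 probe sets, 373 higher and 218 lower, or 2.66% of those tested, where chance gives 10% if the arrays are exchangeable. No difference exceeded 1 on the log2 scale; the extremes, chosen after their values were seen, were 0.70 for ADD3 and -0.57 for a probe set of RPL38. The 95% confidence interval excluded 2-fold changes on this scale in both directions for 97.8% of probe sets. For dim probe sets, whose folds are understated on it, a true 2-fold change may not be excluded. In simulations of this comparison, the unpaired fit, from which these confidence intervals come, recovered 91.4% of 2-fold changes but 28.3% of 1.5-fold changes. With the replicate block these shares were 100% and 86.2%, with 14.2% of calls false.

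**Figure D2:**
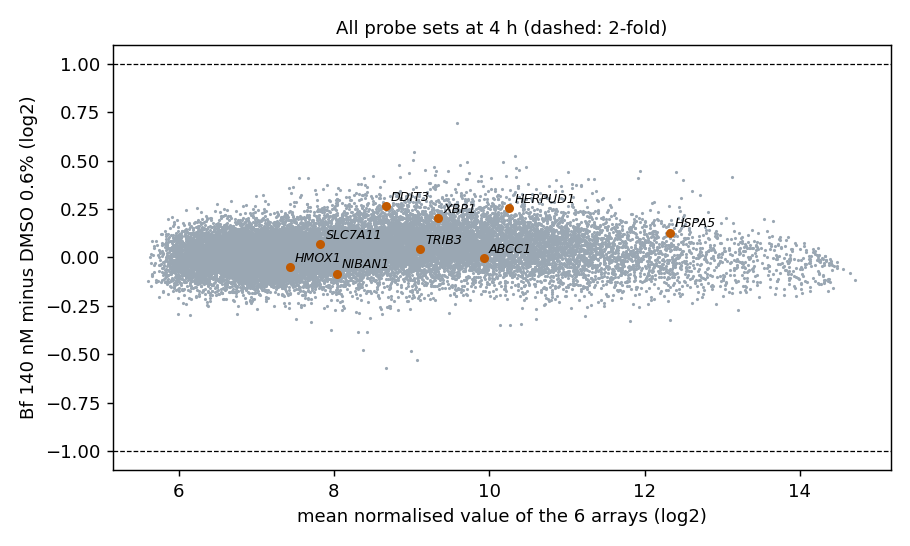
Difference between Bf 140 nM and DMSO 0.6% (log2) against the mean of the 6 arrays (log2) for the tested probe sets, 1 point each; 9 of the genes fixed beforehand are marked and dashed lines show 2-fold changes. No point reaches a dashed line, and the extremes are 0.70 and -0.57.

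The genes named next were those that separated the groups best without passing the threshold. Among those with higher values in Bf 140 nM were the chromatin factor GATAD1, with 10.42 ± 0.15 against 10.00 ± 0.31 (SD, n = 3 each) and a difference of 0.42 (SE 0.17), and DDIT3. WDR5B (0.28), the shelterin component ACD (0.27), CEP131 (0.26), the kinase NEK9 (0.25), HDHD3 (0.24), the ether lipid enzyme GNPAT (0.24), the porphyrin transporter ABCB6 (0.22) and BASP1 (0.21) followed. BASP1, a neuronal growth cone protein, had near-equal differences of 0.20, 0.20 and 0.22 in the 3 pairs. Other probe sets of ABCB6 and NEK9 had the opposite sign, at -0.04 and -0.1. Lower values were found for PIP5K1A, a kinase that makes phosphatidylinositol 4,5-bisphosphate, with 10.29 ± 0.05 against 10.55 ± 0.09 (SD, n = 3 each) and a difference of -0.26 (SE 0.10). MYH14 (-0.23), the corepressor CTBP1 (-0.22), a probe set annotated to MIR1244-3 (-0.21), the splicing factor U2AF2 (-0.20), the kinase PRP4K (-0.20), the thyroid hormone receptor THRA (-0.18), TES (-0.16), the pseudogene ANXA2P2 (-0.15) and COX10 (-0.13) followed. For MYH14, PIP5K1A, CTBP1, PRP4K, U2AF2 and THRA at least 1 other probe set did not share the sign. The adjusted p was 1.00 for each of these genes.

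Gene lists were then compared with all other genes, whose median difference was 0.03. The list of the PERK-ATF4 arm, the branch of the UPR that leads to CHOP and amino acid synthesis, was shifted higher in Bf 140 nM, with 21 of 26 measured genes above 0, a median of 0.08 and an adjusted p of 0.0248 by camera. The shift had an adjusted p = 0.994 with an estimated correlation. The adjustment gave this same value to all 24 lists, so it does not set any of them apart. Its members DDIT3 (0.26) and the transcription factor CEBPB (0.26, with 9.91 ± 0.05 against 9.65 ± 0.23, SD, n = 3 each) had the lowest unadjusted p. No member passed over all genes tested, and 0 passed adjusted over the list alone by limma. The 24-h transcription genes, a list the study drew from its 24-h arrays and not from these, were also shifted higher, with 25 of 30 above 0, a median of 0.10 and an adjusted p of 0.00775. This too had an adjusted p = 0.994 with an estimated correlation, and 0 members passed over all genes tested or adjusted over the list alone. The lists share 7 genes, ATF4, DDIT3, ATF3, TRIB3, CEBPB, CEBPG and ATF5, so they are not independent of each other. Without these genes the PERK-ATF4 arm had a median of 0.06 and an adjusted p of 0.306, and the 24-h transcription genes, with 23 genes left, a median of 0.10 and an adjusted p of 0.193. The pair medians were 0.08, -0.02 and 0.16 for the PERK-ATF4 arm and 0.14, -0.06 and 0.23 for the 24-h transcription genes. DMSO replicate 3 had a beta-actin 3' minus 5' difference of 2.21, a sign of RNA quality, and without it the medians were 0.03 and 0.05 and the adjusted p 0.454 and 0.129. The call of the PERK-ATF4 arm also ended without DMSO replicate 1 (median 0.05, adjusted p = 0.389) and without Bf 140 nM replicate 2 (0.12, adjusted p = 0.223), while without DMSO replicate 2 its median was 0.14 (adjusted p = 0.000936). That of the 24-h transcription genes ended without DMSO replicate 1 (0.08, adjusted p = 0.389) and without Bf 140 nM replicate 3 (0.05, adjusted p = 0.358), and both ended with quantile normalization (medians 0.04 and 0.04, adjusted p = 0.236 for each). The adjusted p ranged over 18 alternatives from 0.000936 to 0.994 and from 5.28e-05 to 0.994.

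The ribosomal protein list was shifted lower, with 17 of 26 genes below 0, a median of -0.04 and an adjusted p of 0.0248, and again an adjusted p = 0.994 with an estimated correlation. RPS7, a protein of the small subunit, had a difference of -0.17 (SE 0.17) and RPL38, of the large subunit, one of 0.11 (SE 0.12), while its other probe sets had -0.53 and -0.57. No member passed over all genes tested and 0 passed adjusted over the list alone by limma. Without DMSO replicate 3, whose beta-actin 3' minus 5' difference was 2.21, the direction of the ribosomal protein list turned, with a median of 0.04 and an adjusted p of 0.440. It also turned without Bf 140 nM replicate 2 (median 0.02, adjusted p = 0.884) and with quantile normalization (0.635), and the call ended without Bf 140 nM replicate 1 (-0.02, adjusted p = 0.201), without probe sets ending _s_at or _x_at (-0.0049, adjusted p = 0.974) and with the beta-actin difference as a covariate (0.01, adjusted p = 0.765). Without Bf 140 nM replicate 3 and DMSO replicate 2 the medians were -0.12 and -0.10, and the adjusted p ranged over 18 alternatives from 2.10e-05 to 0.994.

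The ATF6-XBP1 arm, which holds ER chaperones and degradation factors, did not pass the test against other genes (median 0.05, 20 of 32 above 0, adjusted p = 0.879). Without DMSO replicate 2 it passed as higher (median 0.10, adjusted p = 0.0548), and without DMSO replicate 3 its median was -0.03 and its direction lower (0.463), in a range over 18 alternatives of 0.0140 to 0.994. Its members HERPUD1 and the cochaperone gene DNAJC3 had differences of 0.25 (SE 0.16) and 0.24 (SE 0.14). Nor did the 24-h secretory pathway and UPR genes pass (median 0.04, 17 of 29 above 0, adjusted p = 0.913). The latter passed as higher without Bf 140 nM replicate 2 (median 0.08, adjusted p = 0.0934) and with the replicate block without pair 2 (0.14, adjusted p = 0.0154), but as lower with the replicate block without pair 3 (-0.07, adjusted p = 0.00259). SCFD1, a vesicle fusion factor, had a difference of 0.18 (SE 0.11). For these genes, the synthetases, NRF2, aryl hydrocarbon receptor, S phase and respiratory chain lists, the median was above 0 while camera's direction, relative to other genes, was lower. The 24-h translation, autophagy and transport genes had a median of 0.06 and an adjusted p of 0.257, with DDIT4, an inhibitor of mTORC1 signalling, at 0.33 (SE 0.17) and the transporter SLC35B1 at 0.23 (SE 0.17). This list passed as higher with the median over a gene's probe sets (0.0241), with the printed probe sets (0.0186) and without probe sets ending _s_at or _x_at (0.0717). It also passed without Bf 140 nM replicate 2 (median 0.15, adjusted p = 0.0501), without DMSO replicate 2 (0.14, adjusted p = 0.0548) and with the replicate block without pair 2 (0.17, adjusted p = 0.0226), in a range over 18 alternatives of 0.0186 to 0.994. The aminoacyl-tRNA synthetases had a median of 0.01 and an adjusted p of 0.879. They passed as higher without Bf 140 nM replicate 2 (0.0501) and as lower without Bf 140 nM replicate 3 (0.0540). FARSA was at 0.41 (SE 0.37) and SARS1 at 0.13 (SE 0.13). FARSA differed by 0.23, -0.27 and 1.27 in pairs 1, 2 and 3, and was highest in the pair that holds DMSO replicate 3. Autophagy genes had a median of 0.08 with 20 of 25 above 0 and an adjusted p of 0.306; the initiating kinase ULK1 was at 0.14 (SE 0.10) and the cargo receptor NBR1 at 0.13 (SE 0.12). They passed as higher without Bf 140 nM replicate 2 (median 0.14, adjusted p = 0.0218).

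Among stress and signalling lists, immediate-early genes had a median of 0.07 and an adjusted p of 0.289, with NR4A2 at 0.23 (SE 0.12) and KLF6 at 0.26 (SE 0.15). Targets of p53 had a median of 0.05 and an adjusted p of 0.257; the translesion polymerase POLH was at 0.28 (SE 0.10) and the repair protein DDB2 at 0.17 (SE 0.10). The hypoxia and glycolysis genes had a median of 0.05 (adjusted p = 0.257), with VEGFA at 0.27 (SE 0.14) and ALDOC at 0.19 (SE 0.10). NF-kB and inflammation genes had a median of 0.04 (adjusted p = 0.913), with NFKBIA at 0.21 (SE 0.15) and NFKBIE at 0.11 (SE 0.09). The apoptosis list had a median of 0.05 (adjusted p = 0.879), with XIAP at 0.18 (SE 0.11) and CFLAR at 0.14 (SE 0.13). The heat shock list had a median of 0.06 (adjusted p = 0.906), with STIP1 at 0.31 (SE 0.27) and HSPA4L at 0.27 (SE 0.18). In pairs 1, 2 and 3 STIP1 differed by 0.15, -0.10 and 0.89, and HSPA4L by 0.13, -0.15 and 0.83. Their differences thus came mainly from the pair that holds DMSO replicate 3. Single arrays decided several of these results. Immediate-early genes passed as higher without DMSO replicate 2 (median 0.14, adjusted p = 0.0108) and without Bf 140 nM replicate 3 (0.12, adjusted p = 0.0161). NF-kB and inflammation genes passed as higher without Bf 140 nM replicate 3 (0.13, adjusted p = 0.0381), and their median was -0.04 without Bf 140 nM replicate 2. Targets of p53 passed as higher without Bf 140 nM replicate 2 (0.15, adjusted p = 0.0205) and without DMSO replicate 3 (0.09, adjusted p = 0.0825), and hypoxia and glycolysis genes without Bf 140 nM replicate 2 (0.11, adjusted p = 0.0491). For NR4A2, KLF6, XIAP and CFLAR at least 1 other probe set had the opposite sign.

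Lists tied to bilirubin itself also did not pass with all 6 arrays. Heme and bilirubin metabolism had a median of 0.03 (adjusted p = 0.879), with UROS at 0.16 (SE 0.10) and the bilirubin uptake transporter SLCO1B3 at -0.12 (SE 0.09). NRF2 antioxidant genes had a median of 0.01 (adjusted p = 0.939), with PGD at 0.34 (SE 0.35) and GCLC at 0.11 (SE 0.11). PGD differed by 0.03, -0.07 and 1.06 in pairs 1, 2 and 3, so its difference came mainly from the pair that holds DMSO replicate 3. Aryl hydrocarbon receptor targets had a median of 0.03 (adjusted p = 0.992), with CYP1A1 at 0.10 (SE 0.11) and TIPARP at 0.08 (SE 0.16). Cholesterol synthesis genes had a median of 0.07 (adjusted p = 0.484), with SC5D at 0.28 (SE 0.16) and INSIG1 at 0.21 (SE 0.18), and passed as higher without Bf 140 nM replicate 2 (median 0.19, adjusted p = 0.0681).

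The lists of growth and identity did not pass with all 6 arrays either. The S phase list had a median of 0.05 (adjusted p = 0.992), with RFC4 at 0.10 (SE 0.14) and POLA1 at 0.08 (SE 0.12). The mitosis list had a median of 0.06 (adjusted p = 0.879), with AURKB at 0.32 (SE 0.22) and KIF20A at 0.29 (SE 0.24). In pairs 1, 2 and 3 AURKB differed by 0.14, -0.05 and 0.86, and KIF20A by 0.22, -0.07 and 0.72. Both were highest in the pair that holds DMSO replicate 3. The respiratory chain list had a median of 0.01 (adjusted p = 0.723), with UQCRC1 at 0.18 (SE 0.11) and NDUFV2 at 0.16 (SE 0.12). Noradrenergic neuroblast genes had a median of 0.04 (adjusted p = 0.879), with DDC at 0.20 (SE 0.16) and ELAVL4 at 0.16 (SE 0.14). Synapse and neuronal activity genes had a median of 0.05 (adjusted p = 0.902), with VGF at -0.30 (SE 0.18) and BDNF at 0.11 (SE 0.09). The mesenchymal or Schwann-like markers, which would reveal the other cell type of such cultures, had a median of 0.01, a mean below 0 and a camera direction of lower (adjusted p = 0.257), with COL1A1 at -0.26 (SE 0.13) and LUM at -0.21 (SE 0.14). These markers passed as lower with the beta-actin difference as a covariate (0.0214), without DMSO replicate 3 (0.0253) and without Bf 140 nM replicate 2 (0.0205), in a range over 18 alternatives of 0.0205 to 0.994. Without Bf 140 nM replicate 2 the S phase (0.0693), mitosis (0.000453), respiratory chain (0.0491) and noradrenergic (0.0875) lists passed as higher, and without Bf 140 nM replicate 3 the S phase (0.0540) and respiratory chain (0.000127) lists as lower. Mitosis genes passed as higher without DMSO replicate 1 (0.0655) and as lower without Bf 140 nM replicate 1 (0.0190). In each of the 21 lists that did not pass, the count past the threshold was 0 over all genes tested and 0 adjusted over the list alone, by limma.

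**Figure D3:**
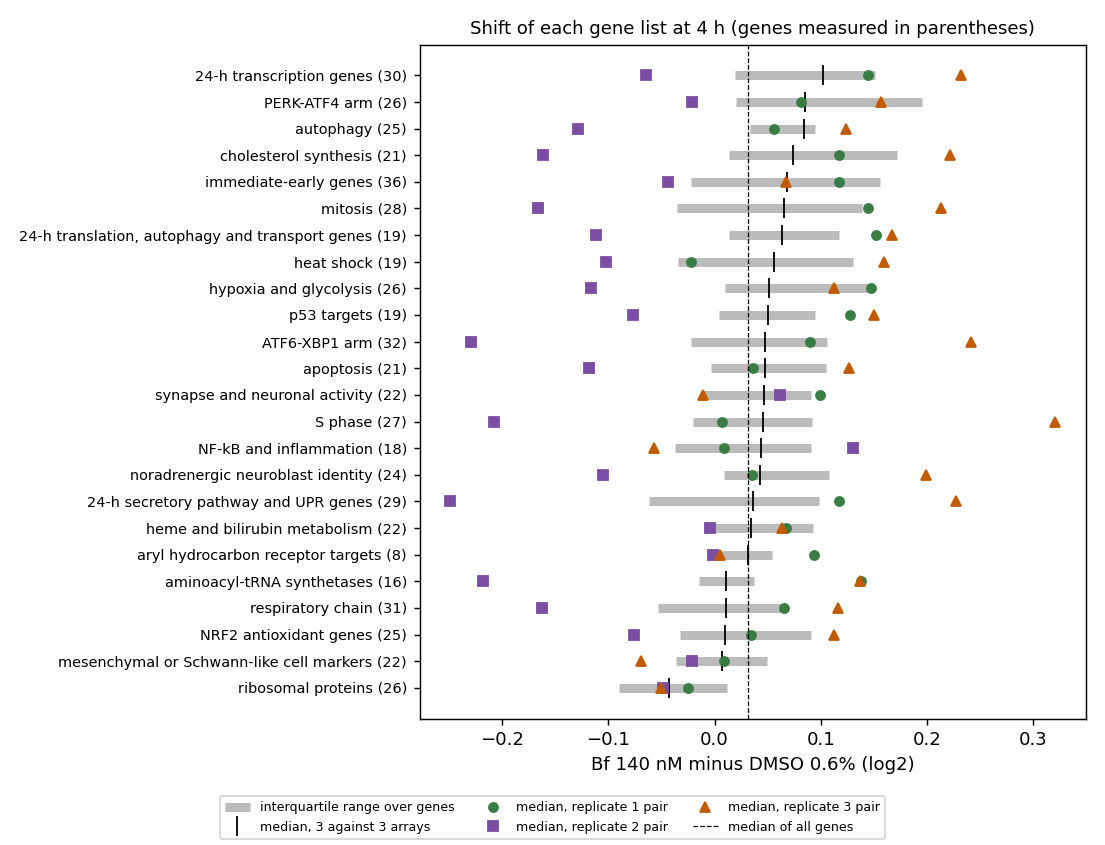
Median difference between Bf 140 nM and DMSO 0.6% (log2) of the genes of each of the 24 lists, as the median over 3 against 3 arrays (bar), the interquartile range over genes (grey) and the medians of the 3 same-numbered pairs of arrays (symbols); the dashed line is the median of all genes, 0.03. Pair 2 lies below the pair medians of pairs 1 and 3 in most lists, such as -0.25 for the 24-h secretory pathway and UPR genes, where pairs 1 and 3 are at 0.12 and 0.23.

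RNA quality and array-wide measures were compared between the groups. The 3' minus 5' difference of beta-actin was 0.54 ± 0.33 in Bf 140 nM and 0.88 ± 1.16 in DMSO 0.6% (SD, n = 3 each; exact permutation p = 0.9, two-sided, the smallest possible with 3 against 3 being 0.1). That of GAPDH was 0.26 ± 0.10 and 0.53 ± 0.66 (exact permutation p = 1). Array medians were 7.98 ± 0.04 and 7.94 ± 0.08 (exact permutation p = 0.5), and interquartile ranges differed by 0.05 (SD 0.21 and 0.10; exact permutation p = 0.8). The adjusted p over these 4 tests was 1 for each. The array of DMSO replicate 3 stood apart, with a beta-actin difference of 2.21, where the array of Bf 140 nM replicate 3 had 0.89 and the other 4 arrays had 0.10 to 0.49. It also stood apart on the principal component that carried 58.7% of the variance, at 43.0 against -17.1 to 16.5 for the other arrays. The bioC hybridisation control was at 8.42 and 8.44, 9.64 and 9.62, and 10.2 and 10.3 in Bf 140 nM and DMSO 0.6% of pairs 1, 2 and 3.

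**Figure D4:**
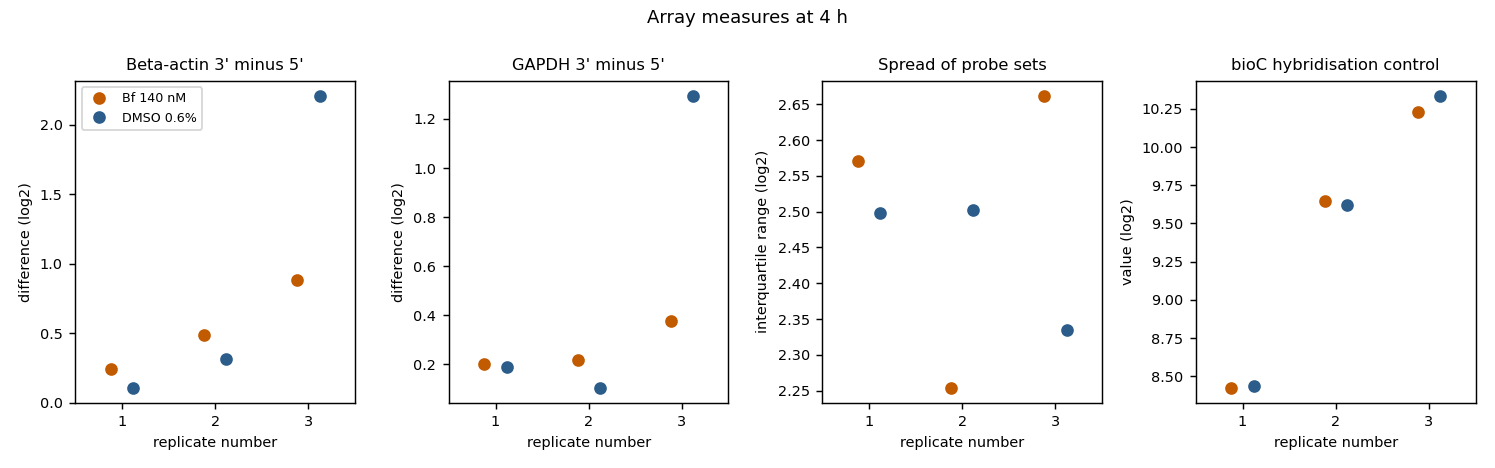
Beta-actin and GAPDH 3' minus 5' differences (log2), interquartile range of probe sets (log2) and the value of the bioC hybridisation control (log2) for each of the 6 arrays, by replicate number, with Bf 140 nM in orange and DMSO 0.6% in blue. DMSO replicate 3 has the highest beta-actin difference, 2.21, and bioC lies close together within each pair.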

Values the study reported

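The study reported that cell viability fell to 60% after 1 h of treatment at Bf 140 nM. It reported no significant change of gene expression at 1 and 4 h. At 24 h it reported 258 probe sets, standing for 230 genes, as induced at an FDR of 10%, with fold changes from 1.2 to 6.9 and no down-regulated genes. Among the induced genes at 24 h, the reported fold changes were 6.7 for DDIT3, 6.7 for TRIB3, 2.3 for HSPA5 and 2.6 for XBP1. They were 4.1 for HERPUD1, 6.9 for FAM129A and 6.8 for SLC7A11. The value of SLC7A11 is from a probe set other than the one followed here at 4 h. For the followed probe set the study printed a slightly lower fold change at 24 h. For MRP1 no significant difference was reported at any time point.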

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

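The alternatives with a 3' to 5' covariate, quantile normalization joined to the replicate block, gene-by-gene weights, pairs left out with the block, and shared genes left out were chosen after the result was seen. The count of 0 probe sets held under 30 of 31 alternatives, SAM and the replicate block included, with 2 to 3186 probe sets at an unadjusted p under 0.05; the highest of these came from the array weights that did not converge. The exception was the replicate block without both arrays numbered 3, which gave 2 probe sets, EIF4B (difference 0.77, adjusted p = 0.00388) and an unnamed one (0.66, adjusted p = 0.0785), chosen after their values were seen; in the pair left out EIF4B was at 9.97 in Bf 140 nM and 10.6 in DMSO 0.6%. For lists, the count of 3 became 0 with an estimated correlation, 0 with quantile normalization, 5 with the beta-actin covariate, 1 without the shared genes, 4 with the median over probe sets, 4 with the printed 24-h probe sets, and 0, 11 and 8 with the replicate block without both arrays numbered 1, 2 and 3; without single arrays it ranged from 2 to 13, with 13 and 7 without Bf 140 nM replicates 2 and 3 and 6 without DMSO replicate 2; of these 12, 5 and 3 were lists not called on all arrays. Of the 21 lists not called, 15 passed without at least 1 single array. The fry test, which compares a list with no change and not with other genes, called 0 lists in its directional and mixed forms. The adjusted p over 18 camera alternatives ranged from 0.000936 to 0.994 for the PERK-ATF4 arm, from 5.28e-05 to 0.994 for the 24-h transcription genes and from 2.10e-05 to 0.994 for ribosomal proteins. The call with its direction was kept in 11, 10 and 9. Some of these did not alter the list itself. The printed 24-h probe sets left the medians of the PERK-ATF4 arm and ribosomal proteins unchanged. Leaving out the shared genes left that of ribosomal proteins unchanged. The block itself changed no call: it gave 3 lists and 0 probe sets. Leaving out probe sets ending _s_at or _x_at ended the call of ribosomal proteins (adjusted p = 0.974) and gained that of 24-h translation genes (0.0717), for a count of 3. With the beta-actin covariate p53 targets (0.0506), hypoxia (0.0893) and mesenchymal markers (0.0214) were gained. Of 480 list values under alternatives, 98 in 20 of 24 lists had the other direction, 86 of them short of the threshold, in lists not called on all arrays. The rest concerned ribosomal proteins with quantile normalization (adjusted p = 0.635), and without single arrays ribosomal proteins (0.440 and 0.884), aminoacyl-tRNA synthetases (0.0501, range to 0.944), S phase (0.0693, range 0.0540 to 0.949), mitosis (0.0190, range 0.000453 to 0.792), respiratory chain (0.0491, range 0.000127 to 0.740) and 24-h secretory genes (0.0934, range to 0.630). With the replicate block and a pair left out, they concerned S phase (0.0312) and 24-h secretory genes (0.0154) without number 2, and the ATF6-XBP1 arm (0.0199) and mitosis (0.0753) without number 3. Without number 2 the ATF6-XBP1 arm (0.0140), cholesterol synthesis (0.0111), mitosis (0.00590), 24-h translation (0.0226), autophagy (0.0559) and hypoxia (0.0559) also passed as higher. Without number 3 NF-kB (0.00259) and immediate-early genes (0.0574) passed as higher, and 24-h secretory genes (0.00259), S phase (0.000507) and respiratory chain (0.0753) as lower. Calls ended without number 1 for the PERK-ATF4 arm (0.452), 24-h transcription (0.528) and ribosomal proteins (0.228), and without number 3 for the latter 2 (0.412 and 0.177). The cause of these changes was not tested except where stated below. Of 803 values of 73 named genes under alternatives, 28 had the other sign, and none passed the threshold. The smallest simulated change recovered in at least 80% of cases was 2 fold, and 1.5 fold with the replicate block. For the beta-actin difference, sign flips within pairs gave an exact permutation p of 1, the smallest possible being 0.25. Dim probe sets have compressed differences on this scale, so small changes in them would not be detectable. Confidence intervals of such probe sets may also leave out larger true changes.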

Other observations

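The tests with a beta-actin covariate, without shared genes, of DMSO replicate 3 and of the opposite course of pair 2, and the use of the planned estimated correlation as a test of genes moving together, were chosen after the result was seen. Relative to the median of all genes, 19 of the 24 lists lay above it in pair 1 and 19 in pair 3, but 4 in pair 2, and 17 lists had pair 2 on the other side from both other pairs. The ATF6-XBP1 arm had pair medians of 0.09, -0.23 and 0.24, cholesterol synthesis 0.12, -0.16 and 0.22, and mitosis genes 0.14, -0.17 and 0.21. For NF-kB and inflammation genes, also among the 17, pair 2 was the higher one (0.01, 0.13 and -0.06). DDIT3 (0.44, 0.21 and 0.13), BASP1, VGF (-0.25, -0.31 and -0.35) and PIP5K1A (-0.37, -0.22 and -0.19) were among the named genes with the same sign in 3 of 3 pairs.

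The 6 arrays make 10 splits, too few for a share under 0.05. The real split gave 0 probe sets and the highest of the others 0, a count as large in 10 of 10. For lists, the real split gave 3 and the highest of the others 14, and 9 of 10 splits gave at least as many. Of the 4 splits that part each of the 3 pairs, the others gave 0 to 14 lists. The split with 14 exchanged the arrays of pair 2, which points to a structure of the samples and restates that pair 2 runs opposite, and with the replicate block the real count was 3.

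The opposite course of pair 2 has candidate explanations in the spread of values, in RNA quality and in an exchange of labels. The interquartile range of Bf 140 nM minus DMSO 0.6% was 0.07, -0.25 and 0.33 in pairs 1, 2 and 3, and after quantile normalization 7 lists, in place of 17, had pair 2 on the other side, so unequal spread may account for much of it. The beta-actin differences of the pairs were 0.13, 0.17 and -1.32, alike in pairs 1 and 2 although these run opposite, which gives RNA quality no support, but differences of single arrays have no spread and do not exclude it. An exchange of labels would give negative correlations over genes of pair 2 with pairs 1 and 3 and a positive one of like size between those; the values were -0.36, -0.44 and 0.19 as deposited and -0.29, -0.18 and 0.08 after quantile normalization, genes not being independent replicates, so exchanged labels and unequal arrays cannot be told apart with 3 pairs. No group was changed on this ground, and a biological difference between flasks was not tested.

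The shift of the PERK-ATF4 and 24-h transcription lists was weighed against RNA quality, chance co-movement and shared genes. With the beta-actin difference as a covariate the adjusted p was 0.0506 and 0.0131, with medians of 0.04 and 0.08 in place of 0.08 and 0.10, which argues against 3' bias as the whole cause but leaves part of the shift to it, and the mesenchymal or Schwann-like markers passed as lower in the same fit (0.0214); without DMSO replicate 3 the adjusted p was 0.454 and 0.129 (ranges over alternatives 0.000936 to 0.994 and 5.28e-05 to 0.994). Chance co-movement stays open: with an estimated correlation of 0.09 and 0.18 the adjusted p was 0.994 for both, and the same test called both lists after 0.25, more than the shift seen, was added to their values (0.0253 and 0.0546). Without the 7 shared genes the 24-h list had an adjusted p of 0.193, but its median was 0.10 with them (30 genes) and 0.10 without them (23 genes), and its mean 0.10 (SD 0.10) and 0.08 (SD 0.10), so the lost call does not show the shared genes as the source, and the smaller list and the slightly lower mean cannot be told apart as its reason. A response to UCB stays among the open explanations, as untested.

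The array of DMSO replicate 3 and the ribosomal protein shift were weighed together. Its beta-actin difference of 2.21 exceeded the next highest, 0.89, by more than the range of the other 5 arrays (0.78), as degraded RNA or short labelled cDNA may give. The array was singled out by this same value, so it is no independent test of degradation. The Bf 140 nM array of the same number had 0.89, or 0.401 of that value, above the other 4 arrays (0.10 to 0.49), and was next on the principal component (16.5 after 43.0), so a hybridisation batch stays open as well. With the beta-actin covariate the ribosomal protein list had an adjusted p of 0.765. Without DMSO replicate 3 its direction turned (median 0.04, adjusted p = 0.440, range over alternatives 2.10e-05 to 0.994), but that fit left the Bf 140 nM array of pair 3 unmatched. Within pairs 1, 2 and 3 the list medians were -0.03, -0.05 and -0.05, against 0.03, -0.02 and 0.06 for all genes. With the replicate block without both arrays numbered 3 the direction stayed lower (median -0.03, adjusted p = 0.177). RNA quality of DMSO replicate 3 may account for part of the shift. Pairs 1 and 2, which do not hold that array, were lower too. The estimated correlation of the list, 0.60, gave an adjusted p of 0.994. That test gave 0.986 and 0.171 even after 0.25 and 0.5 were added to the list. These additions ran against the lower shift seen, and no downward shift was added, so the test says little about a shift this small. Co-movement stays open, and no biological explanation was tested.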
